# Profiling and Identification of Small rDNA-Derived RNAs and Their Potential Biological Functions

**DOI:** 10.1371/journal.pone.0056842

**Published:** 2013-02-13

**Authors:** Haibin Wei, Ben Zhou, Fang Zhang, Yanyang Tu, Yanan Hu, Baoguo Zhang, Qiwei Zhai

## Abstract

Small non-coding RNAs constitute a large family of regulatory molecules with diverse functions. Notably, some small non-coding RNAs matched to rDNA have been identified as qiRNAs and small guide RNAs involved in various biological processes. However, a large number of small rDNA-derived RNAs (srRNAs) are usually neglected and yet to be investigated. We systematically investigated srRNAs using small RNA datasets generated by high-throughput sequencing, and found srRNAs are mainly mapped to rRNA coding regions in sense direction. The datasets from immunoprecipitation and high-throughput sequencing demonstrate that srRNAs are co-immunoprecipitated with Argonaute (AGO) proteins. Furthermore, the srRNA expression profile in mouse liver is affected by diabetes. Overexpression or inhibition of srRNAs in cultured cells shows that srRNAs are involved in various signaling pathways. This study presents a global view of srRNAs in total small RNA and AGO protein complex from different species, and demonstrates that srRNAs are correlated with diabetes, and involved in some biological processes. These findings provide new insights into srRNAs and their functions in various physiological and pathological processes.

## Introduction

Since the discovery of the first small silencing RNA in 1993 [1], a remarkable number of small RNA classes have been discovered, including microRNAs (miRNAs) [2], small interfering RNAs (siRNAs) [3], and Piwi-associated small RNAs (piRNAs) [4], [5], which have important roles in various biological processes. The discovery of new classes of small RNAs and new members of existing classes substantially expands our knowledge to small RNAs. For instance, a class of small RNAs originated from small nucleolar RNAs (snoRNAs) have been identified to function like miRNAs [6]. Notably, a new type of siRNA, known as qiRNAs (QDE-2-interacting small RNAs), originates mostly from the rDNA locus and has roles in DNA damage response in the filamentous fungus *Neurospora crassa* [7]. Moreover, other novel classes of small RNA are being revealed, including *cis*-acting siRNA (casiRNA), *trans*-acting siRNA (tasiRNA), natural antisense transcript siRNA (natsiRNA), exogenous siRNA (exo-siRNA) and endogenous siRNA (endo-siRNA) [8]. Besides, there are also a number of small RNA classes, such as heterochromatic siRNA (hc-siRNA) [9], stem bulge RNA (sbRNA) [10], vault RNA (vtRNA) [11], small scan RNA (scnRNA) [12], Y RNA [13] and DSB-induced small RNA (diRNA) [14]. However, many small RNAs obtained from high-throughput sequencing are not in the known classes [15], [16], [17], suggesting there are still some unknown classes of small RNAs.

Eukaryotic rRNAs are usually synthesized as long primary transcripts containing several different rRNAs separated by spacer regions, and mature rRNA molecules participate in the assembly of ribosomal subunits [18], [19]. Mammalian rDNA genes coding rRNAs are generally comprised of several hundreds of transcription units organized in tandem repeats and clustered on a number of chromosomal loci [20], [21], [22]. For example, in humans, there are approximately 300–400 rDNA repeats in five clusters on chromosomes 13, 14, 15, 21 and 22 [23]. Interestingly, rRNA is extremely abundant and makes up about 80% of the total RNA in eukaryotic cytoplasm [24], whereas full-length rDNA sequences are not included in human and mouse genome assembly [25]. Previous high-throughput sequencing studies tended to discard short RNA sequences mapping to rRNA as degradation products from further analysis [15], [16], [17], [26]. However, qiRNAs induced by DNA damage are mainly originated from rDNA locus [7], and a few of 28S rRNA fragments were very closely related to piRNAs, which form a hook structure and potentially work as small guide RNA [27]. It has been suggested that small rDNA-derived RNAs (srRNAs) can be produced as diRNAs [14]. These reports suggest that a lot of srRNAs are neglected and need further investigation.

To systematically investigate srRNAs, we analyzed some small RNA high-throughput sequencing datasets obtained from GEO at NCBI, and found srRNAs are mainly distributed in rDNA regions coding rRNAs. Moreover, srRNAs are existed in Argonaute (AGO) protein complex. In addition, some srRNAs are correlated with diabetes, and involved in regulation of metabolism and other biological processes. Our results provide a global view of srRNAs and their potential roles in physiological and pathological processes.

## Results

### Identification and characterization of mouse and human srRNAs from high-throughput sequencing datasets

To systematically investigate mouse and human srRNAs from different samples, we randomly selected 4 small RNA high-throughput sequencing datasets from GEO, 2 for mouse and 2 for human. As shown in Figure 1A, about 55–64% unique reads were unmapped to corresponding reference genome, and about 31–58% redundant reads were unmapped to corresponding reference genome. Although the complete sequences of the 45-kb mouse rDNA gene (GenBank: BK000964) and the 43-kb human rDNA gene (GenBank: U13369) have been reported [28], [29], rDNA is not included in genome assemblies. Interestingly, about 2.2–6.5% unique reads and 0.6–5.3% redundant reads among those unmapped to reference genome were mapped to rDNA unit (Figure 1B), and there were more unique and redundant reads in total reads are mapped to rDNA unit (Figure 1B). The Venn diagrams showed the overlap between the reads mapped to rDNA unit and those mapped to reference genome (Figure S1). The srRNAs in the four datasets were listed in Table S1,S2,S3,S4, and the srRNAs were named according to their position in rDNA and length.

**Figure 1:**
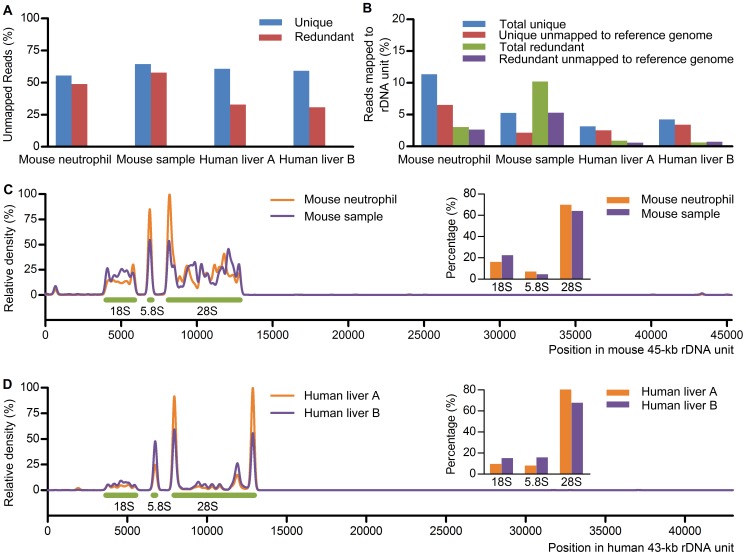
Identification of mouse and human small RNAs unmapped to reference genome but mapped to rDNA. (A) Percentage of unique and redundant small RNAs unmapped to reference genome. Mouse neutrophil (GSM304914), young mouse sample (GPL7059) and human liver (GSM531975 and GSM531976) small RNA data obtained from high-throughput sequencing were randomly collected from GEO. (B) Percentage of small RNAs mapped to the 45-kb mouse or 43-kb human rDNA unit. The blue and green histograms present the percentage of unique and redundant reads mapped to rDNA in total reads. The red and purple histograms show the percentage of unique and redundant reads mapped to rDNA among those unmapped to reference genome. (C and D) A continuous tag sequence density estimation by F-Seq showed that srRNAs from mouse (C) and human (D) were mainly enriched in the regions coding 18S, 5.8S and 28S rRNA.

In these srRNAs, averagely more than 99.8% were in sense orientation. About 16.1–22.4%, 4.5–7.0% and 64.0–70.0% srRNAs were distributed in mouse rDNA regions coding 18S, 5.8S and 28S rRNA respectively (Figure 1C), and about 9.6–15.1%, 8.1–15.8% and 67.6–80.4% srRNAs were distributed in human rDNA regions coding 18S, 5.8S and 28S rRNA respectively (Figure 1D). To intuitively display the distribution of srRNA in rDNA, we applied F-Seq software package to generate a continuous tag sequence density estimation. As shown in Figure 1C and 1D, srRNAs were mainly distributed in the rRNA coding regions, and srRNAs from the same species had similar distribution pattern in rDNA unit. This distribution pattern in rDNA unit was also observed in the other mouse and human small RNA datasets (Figure S2).

The size distribution of 18–30 nt srRNAs was mainly enriched in 18–25 nt for both unique reads and redundant reads (Figure 2A and 2B). Generally, the size distribution was similar between the two human or mouse samples. The two human srRNA samples had the highest abundance at the size of 21 nt, which was different from the two mouse srRNA samples. The highest abundance of human srRNAs at the size of 21 nt suggests that a large number of srRNAs are not likely generated from random degradation.

**Figure 2:**
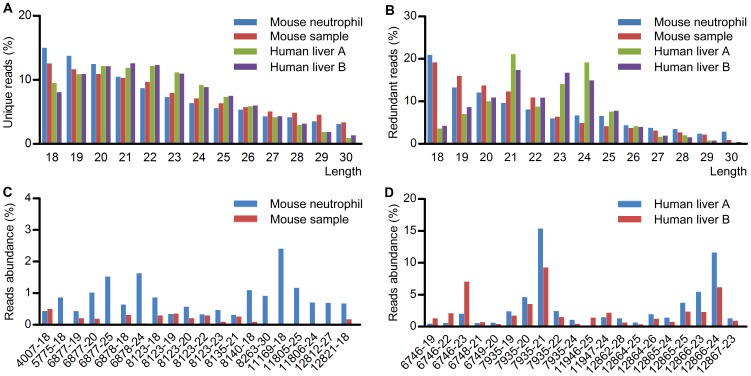
Size and frequency distribution of the srRNAs as well as the top 20 individual srRNAs. (A) A histogram of size distribution of 18–30 nt unique srRNAs in the indicated mouse and human samples. (B) Cumulative length distribution of srRNAs in the indicated samples. (C) The top 20 abundantly expressed srRNAs in the indicated mouse samples. (D) The top 20 expressed srRNAs in the indicated human samples.

The top 20 abundant srRNAs in the mouse or human samples according to their average abundance were shown in Figure 2C and 2D, and the details about the top 20 abundant srRNAs were shown in Table S5 and S6. The obvious different abundance of srRNAs further suggests that a large number of srRNAs are not likely generated from random degradation.

### srRNAs in AGO protein complex

It was reported that AGO proteins can bind small non-coding RNAs and control protein synthesis, affect messenger RNA stability and even participate in the production of piRNA [30]. To investigate whether AGO proteins also bind srRNAs like many other small non-coding RNAs, high-throughput sequencing datasets with AGO protein precipitation were collected from various species, including *Arabidopsis* [14], [31], *Drosophila* [32] and human [33]. Analysis of *Arabidopsis* small RNAs co-immunoprecipitated with AGO2 from seedlings showed that srRNAs in AGO2 complex had a similar distribution pattern in two biological replicates, but had a markedly different pattern compared with srRNAs from total small RNA (Figure 3A). Moreover, *Arabidopsis* srRNAs in 4-week-old leaf tissue were co-immunoprecipitated with AGO1, but displayed a markedly different pattern compared with srRNAs co-immunoprecipitated with AGO2 in the same biological sample (Figure 3B). *Drosophila* srRNAs co-immunoprecipitated with AGO1 and AGO2 also showed a markedly different pattern (Figure 3C). Furthermore, Human srRNAs were also co-immunoprecipitated with AGO proteins, and showed an obvious different pattern compared to srRNAs in total small RNA (Figure 3D). Notably, srRNAs immnoprecipitated with antibody against H3K9me2 were mainly from non-specific binding, as evidenced by very low abundance and nearly random distribution pattern (Figure 3D). The reads and percentages of unique and total srRNA in the above samples were summarized in Table S7, and the srRNAs co-immunoprecipitated with AGO proteins were listed in Table S8. These data show AGO proteins can bind srRNAs, implicating many srRNAs function in AGO protein complex.

**Figure 3:**
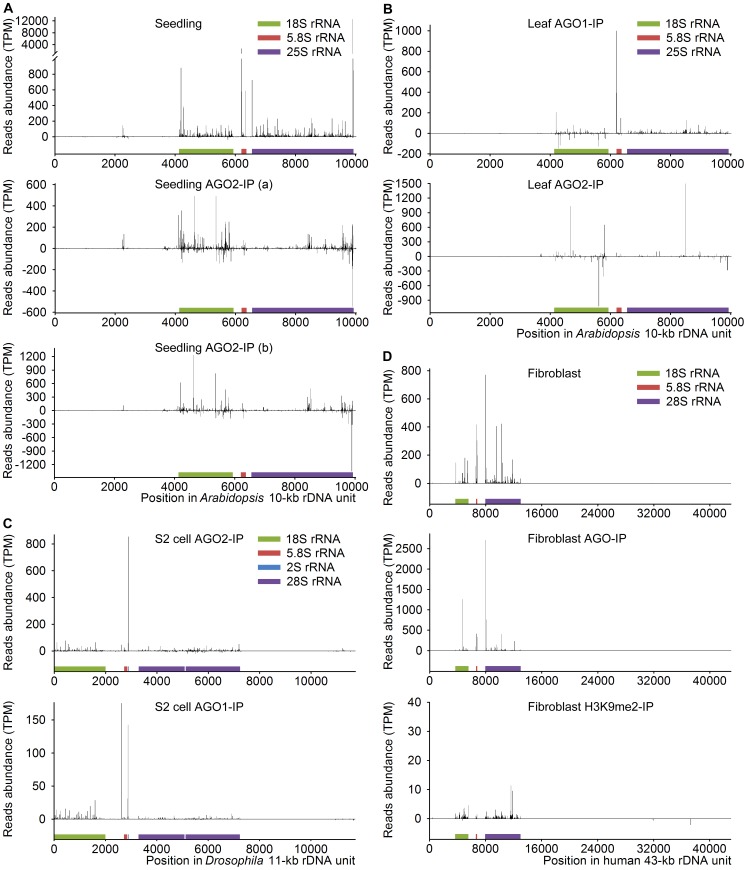
srRNAs co-immunoprecipitated with AGO proteins. (A) *Arabidopsis* srRNAs co-immunoprecipitated with AGO2. Total small RNA (GSM889256) or small RNA in the immunoprecipitated AGO2 complex (GSM889279) from Col-0 13-day-old seedlings were aligned to *Arabidopsis* rDNA unit. GSM889279a (a) and GSM889279b (b) are two biological replicates, indicating the similar distribution pattern for srRNAs co-immunoprecipitated with AGO2 compared with the different pattern of srRNAs from total seedling small RNA. (B) *Arabidopsis* srRNAs co-immunoprecipitated with AGO1 and AGO2 displayed a markedly different pattern. Small RNAs in the immunoprecipitated AGO1 complex (GSM642335) or AGO2 complex (GSM642337) from Col-0 4-week-old leaf tissue were aligned to *Arabidopsis* rDNA unit. (C) *Drosophila* srRNAs co-immunoprecipitated with AGO1 and AGO2 also displayed a markedly different pattern. Small RNAs in the immunoprecipitated AGO1 complex (GSM280088) or AGO2 complex (GSM280087) from S2 cells were aligned to *Drosophila* rDNA unit. (D) Human srRNAs were specifically co-immunoprecipitated with AGO proteins. Total small RNA (GSM850202) and small RNA co-immnoprecipitated with antibody against AGO proteins (GSM850203) or H3K9me2 (GSM850204) from human senescent fibroblast WI-38 were aligned to human rDNA unit. Of note, srRNAs immnoprecipitated with antibody against H3K9me2 showed very low abundance and nearly random distribution pattern, suggesting these srRNAs are from non-specific binding.

Generally, the size distribution of the srRNAs in AGO protein complex was mainly enriched in 20–22 nt (Figure 4), which is similar as miRNAs with an average length of 22 nt [34]. The length distribution of *Arabidopsis* seedling srRNAs in AGO2 complex from two biological replicates was almost the same with a peak at 21 nt (Figure 4A), which was obviously different from the length distribution of seedling total srRNAs (Figure S3A). Interestingly, the length distribution of *Arabidopsis* leaf srRNAs obtained from another dataset still almost had the same pattern as the seedling srRNAs (Figure 4B, lower panel). However, the length distribution of *Arabidopsis* srRNAs co-immunoprecipitated with AGO1 displayed an obviously different pattern (Figure 4B, upper panel). The length distribution of *Drosophila* srRNAs co-immunoprecipitated with AGO1 and AGO2 also showed a different pattern (Figure 4C). The srRNAs in human fibroblast AGO protein complex was mainly enriched in 20 nt (Figure 4D), which was different from the length distribution of the total human fibroblast srRNAs and human liver srRNAs (Figure S3B). The different length distribution of srRNAs in different AGO protein complexes provides further evidence that srRNAs in AGO protein complex are not mainly from random degradation.

**Figure 4:**
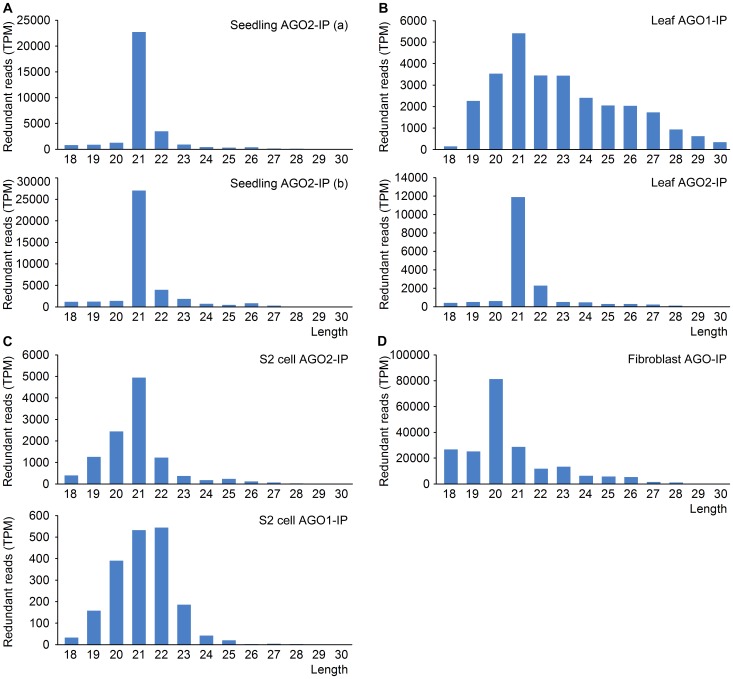
The length distribution of srRNAs in AGO protein complex. (A) The length distribution of *Arabidopsis* seedling srRNAs co-immunoprecipitated with AGO2 (GSM889279). GSM889279a (a) and GSM889279b (b) are two biological replicates. (B) The length distribution of *Arabidopsis* leaf srRNAs co-immunoprecipitated with AGO1 (GSM642335) and AGO2 (GSM642337) displayed a markedly different pattern. (C) The length distribution of *Drosophila* S2 cell srRNAs co-immunoprecipitated with AGO1 (GSM280088) and AGO2 (GSM280087) also displayed a markedly different pattern. (D) The length distribution of human fibroblast srRNAs co-immunoprecipitated with AGO proteins (GSM850203).

### Expression profile of srRNA in mouse liver is correlated with diabetes

Many small RNAs are correlated with disease [35]. We hypothesized that srRNAs are also correlated with disease. To investigate the relationship between srRNAs and disease, we measured the small RNA expression profile of wild-type and diabetic mouse liver by high-throughput sequencing. 

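Liver small RNA was sequenced from wild-type C57BL/6 mice and from db/db mice, a strain that lacks a working leptin receptor and becomes obese and diabetic, with 1 library per condition. The Methods give 12 male mice of each strain, purchased at 7 weeks of age and killed at 9 weeks, and the paper's text does not name how many livers went into each library. Small RNAs of 18–30 nt were cut from a gel, ligated to adaptors, reverse transcribed and amplified by PCR. The authors removed low quality reads, trimmed the adaptors with Cutadapt and deposited each distinct read sequence of 18–30 nt with its number of reads, as raw counts without alignment or normalization. The normal library held 8610071 redundant reads of 605588 unique sequences, and the diabetic library held 13818702 redundant reads of 904646 unique sequences.

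Every deposited sequence was matched here without mismatches to both strands of the mm9 assembly with its unplaced contigs, and to an rDNA unit. The published sequence of the rDNA unit was not used here. The unit was rebuilt from 10396 pairs of position and sequence printed in the supplementary tables, which gave 9684 bases with 0 conflicts. Overlapping deposited reads closed gaps of 1191 bases in all, the mm9 assembly gave 320 bases, and reads extended the ends by 875 bases. The resulting 12070 bases held all positions of the 18S, 5.8S and 28S coding regions but little of the intergenic spacer, and srRNAs of the rest of the spacer were not analysed here. The edges of these regions were set from named srRNAs and the rebuilt unit, and not from the published annotation. A read with exactly 1 match in the unit was counted as a srRNA, named as in the paper by its position and length, and scaled to TPM of the reads on rDNA of its library. The 2 libraries have no replicates, so no difference between them has a replicate check. Shares of reads are given with their 95% confidence interval by Wilson's method. The PCR reads carry no molecular identifiers and are not independent molecules, so the intervals cover counting error only.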

The high-throughput sequencing data showed that there were about 39.4–57.2% unique reads and 63.3–67.7% redundant reads unmapped to mouse reference genome (Figure 5A). 

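Of the unique reads, 39.4% (95% confidence interval 39.2–39.5%) in the normal library and 57.2% (57.1–57.3%) in the diabetic library had no perfect match in mm9. Of the redundant reads, 36.7% in the normal library (3161492 reads) and 32.3% in the diabetic library (4465870 reads) had no perfect match, and 63.3% and 67.7% had at least one. The counting error of the redundant shares was below the digits printed. Among the redundant reads without a match in the genome, 66.2% in the normal library and 23.0% in the diabetic library were placed on rDNA. Conversely, 45.3% of the srRNA reads of the normal library and 21.4% of those of the diabetic library had no match in mm9. A share of 12.4% of the redundant reads in the normal library and 24.9% in the diabetic library matched neither the genome nor rDNA. Among the alternatives, keeping only sequences with at least 2 reads moved the unique share of the diabetic library most, to 46.6%. The redundant shares moved most with 1 base trimmed from the 3′ end before matching, to 33.4% and 23.6%.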

The srRNAs in the two datasets were listed in Table S9 and S10.

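On the rebuilt rDNA unit, 43657 srRNAs with 4620413 reads were found in the normal library, 53.7% of its redundant reads. The diabetic library held 58608 srRNAs with 4795293 reads, 34.7% of its redundant reads. A total of 64515 srRNAs occurred in either library, of which 37750 occurred in both, 5907 only in the normal library and 20858 only in the diabetic library. The copies of Tables S9 and S10 used here hold 1998 of 43599 and 1998 of 58310 srRNAs, so no overlap with them was computed. Antisense srRNAs made up 54 reads (0.00117%) in the normal library and 104 reads (0.00217%) in the diabetic library. Reads with several matches in the rebuilt unit were left out, which removed 78 reads in the normal library and 109 in the diabetic library.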

**Figure 5:**
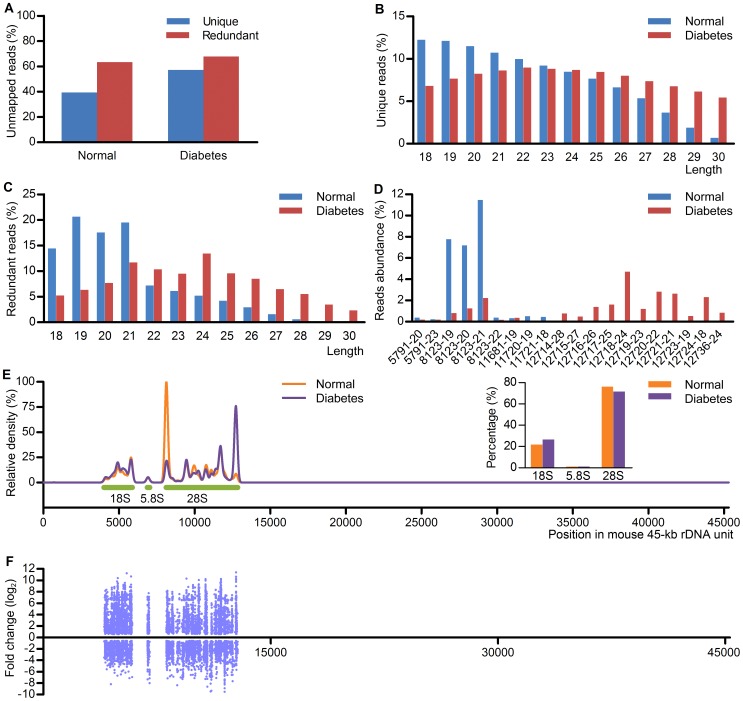
Hepatic srRNA expression profile is markedly changed in diabetic mice. (A) Percentage of unique and redundant hepatic small RNAs unmapped to reference genome from 9-week-old normal and diabetic mice. (B) Size distribution of 18–30 nt unique hepatic srRNAs in normal and diabetic mice. (C) Length distribution of the redundant srRNAs. (D) The top 20 abundantly expressed hepatic srRNAs in normal and diabetic mice. (E) Density estimation by F-Seq showed that hepatic srRNAs from normal and diabetic mice were mainly enriched in the regions coding 18S, 5.8S and 28S rRNA. (F) The distribution of differentially expressed hepatic srRNAs in normal and diabetic mice with FDR < 0.01 and fold change > 1.5 in the 45-kb mouse rDNA unit.

Generally, the size distribution of 18–30 nt srRNAs from normal and diabetic mouse liver was different for both unique and redundant reads (Figure 5B and 5C). 

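Reads of 25 nt or longer made up 9.46% of the redundant srRNA reads in the normal library (9.43–9.48%) and 36.1% in the diabetic library (36.0–36.1%). Reads of 21 nt or shorter made up 71.9% in the normal library and 30.8% in the diabetic library. Counted as unique reads, the share of 25 nt or longer was 26.4% (26.0–26.8%) in the normal library and 42.4% (42.0–42.8%) in the diabetic library. The mean length of the redundant srRNA reads was 20.8 nt in the normal library and 23.4 nt in the diabetic library.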

Unique and redundant reads were peaked at size of 18 and 19 nt respectively for normal sample and 22 and 24 nt respectively for diabetic sample (Figure 5B and 5C). 

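On the rebuilt unit the most frequent length was 18 nt for unique and 19 nt for redundant reads in the normal library, and 22 nt and 24 nt in the diabetic library. The largest moves among the alternatives were to 26 nt for the redundant reads of the diabetic library with 5.8S reads taken alone, and to 21 nt for those of the normal library with 28S reads taken alone. The lengths were also compared among reads that share one 5′ end, so that a change in which positions are sequenced does not enter. Over the 2098 such 5′ ends on rDNA with at least 100 reads in each library, the mean length was greater in the diabetic library at 2035, with a median difference of 2.11 nt. Without the fragments that start at the first base of 28S and those that end with srRNA-12718-24, 2094 ends remained and the median difference was 2.12 nt. Over 431 5′ ends of small RNAs that match the genome and not rDNA, the mean length was greater in the diabetic library at 94.0% of the ends (91.3–95.9%), with a median difference of 1.23 nt.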

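Ranked by the mean of their 2 TPM values, the 20 most abundant srRNAs took 28.3% of the srRNA reads of the normal library and 24.2% of those of the diabetic library, and all 20 are the srRNAs of Table S11. A group of 4 starts at the first base of the 28S coding region and 10 share the 3′ end of srRNA-12718-24. The most abundant was srRNA-8123-21 (CGCGACCTCAGATCAGACGTG), with 517770 reads in the normal library and 104691 in the diabetic library, or 112061 and 21832 TPM. srRNA-8123-19 had 75919 TPM in the normal library and 7871 TPM in the diabetic library, and srRNA-8123-20 had 70215 and 12241 TPM. None of the 3 has a perfect match in mm9. srRNA-12718-24 (GTGTGGAACCTGGCGCTAAACCAT) rose from 426 reads to 221075, or from 92.2 to 46102 TPM. One of its 4 perfect matches in mm9 lies on chromosome 16 from 11144319 to 11144342, in an intron of Zc3h7a and on the strand opposite to that gene. srRNA-12720-22 rose from 108 to 27678 TPM and srRNA-12721-21 from 376 to 25880 TPM. Of the 20 srRNAs, 12 were higher and 8 lower in the diabetic library. The small difference of srRNA-11681-19 (3199 against 3539 TPM) depended on the scaling and reversed under 3 others, for example to −0.53 on the log2 scale with edgeR's TMM factors. Ranking by the geometric mean of both values kept 14 of the 20.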

The top 20 abundant srRNAs in the two samples according to their average abundance were shown in Figure 5D, and the details about the top 20 abundant srRNAs were shown in Table S11.

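With each redundant read assigned by its first base, 22.0% of the srRNA reads of the normal library and 26.7% of those of the diabetic library (26.6–26.7%) lay in the 1870 nt coding 18S rRNA. The 157 nt coding 5.8S rRNA held 1.65% (1.64–1.67%) and 1.66% (1.65–1.67%), which was no detectable difference at this depth in this setting. The 5.8S shares did differ under other settings, with 2.26% in the normal and 2.15% in the diabetic library without the 2 most abundant fragment families, and 1.18% and 1.34% without reads over bases that no printed sequence covers, a setting chosen after seeing the data. The 4716 nt coding 28S rRNA held 75.6% (75.5–75.6%) and 71.2% (71.2–71.3%). The remaining 0.775% of srRNA reads in the normal library and 0.462% in the diabetic library began elsewhere in the rebuilt unit. Per base, 28S had 740 reads in the normal library and 724 in the diabetic library, against 543 and 683 for 18S. Without the 2 most abundant fragment families this order reversed, with 477 and 489 reads per base in 28S. Counted as unique reads, 28S held 65.8% in each library, the largest move among the alternatives for the normal library. Without the 2 most abundant fragment families it held 66.6% and 62.6%, the largest move for the diabetic library.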

About 21.9–26.6%, 1.0–1.1% and 71.5–76.1% srRNAs were distributed in mouse rDNA regions coding 18S, 5.8S and 28S rRNA respectively (Figure 5E). A continuous tag sequence density estimation by F-Seq was shown in Figure 5E, and srRNAs from normal and diabetic mouse liver were mainly distributed in the rDNA region coding rRNAs, and had similar peak positions.

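In place of the F-Seq density, reads were counted here in 232 bins of 50 nt by their first base. Across bins the shares of both libraries were ranked alike, with a Spearman correlation of 0.972, which is taken across neighbouring bins of one molecule and not across replicates. Of the 10 bins with the most reads in each library, 8 were shared, but the bin with the most reads was not the same. The bin from position 8100 to 8149 in 28S was first in the normal library with 27.8% of the reads, against 5.08% in the diabetic library, and the bin from 12700 to 12749 in 28S was first in the diabetic library with 21.3%, against 2.16% in the normal library. These 10 bins held 58.5% of the srRNA reads of the normal library and 56.0% of those of the diabetic library. The bin from position 11700 to 11749 in 28S was second in both, with 6.38% and 6.96% of the reads. The bin from 5750 to 5799 in 18S held 5.92% in the normal library and 4.86% in the diabetic library, and the bin from 9400 to 9449 in 28S held 4.18% and 5.18%.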

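The reads of both libraries were compared for each of the 64515 srRNAs by the two-sided Audic-Claverie test with Benjamini-Hochberg adjustment. The thresholds were those of the Methods, a mean of at least 10 TPM, a fold change of at least 1.5 and an FDR below 0.01, and a count of 0 was set to 1 read for the fold change. With 1 library per condition, such a test on reads compares these libraries and not the conditions, and no p-value is given. It called 7811 srRNAs, of which 4510 were higher and 3301 lower in the diabetic library. They were 79.5% of the 9822 srRNAs with a mean of at least 10 TPM, and held 80.9% of the srRNA reads of the normal library and 74.9% of those of the diabetic library. At or under 3 reads, which the counting error cannot separate from 0, lay 621 of the called srRNAs in the normal library and 74 in the diabetic library. The copy of Table S12 used here holds 1998 of 7664 srRNAs, and the reads of all 1998 equalled those counted here. This was largely fixed in advance, since these sequences helped to rebuild the unit.

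The split between higher and lower depended on the scaling, and also on the abundance minimum, with 48.4% higher at a minimum of 50 TPM. In the TPM of reads on rDNA, the median log2 fold change of the srRNAs with a mean of at least 10 TPM was 0.40 and 57.7% of the calls were higher. It was −0.22 with 35.4% higher scaled to all clean reads, −0.27 with 39.7% higher with edgeR's TMM factors, and −0.31 with 38.5% higher with DESeq2's size factors. An exact test in edgeR with an assumed biological coefficient of variation of 0.4 between animals called 2341 srRNAs.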

The differentially expressed srRNAs (FDR < 0.01, fold change > 1.5) between normal and diabetic mouse liver were shown in Figure 5F. 

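The direction of the calls followed the length of the srRNA. At 18 nt, 934 of 957 called srRNAs were lower in the diabetic library, and at 19 nt 771 of 840 were lower. At 21 nt, 323 were higher and 353 lower. At 25 nt, 546 of 651 were higher, and at 30 nt all 211 were. The median log2 fold change of the srRNAs with a mean of at least 10 TPM went from −2.55 at 18 nt to 0.53 at 22 nt, 1.40 at 25 nt and 7.10 at 30 nt, with a Spearman correlation between length and log2 fold change of 0.722 across srRNAs, which are not independent replicates. Small RNAs that match the genome and not rDNA changed by −2.93 at 18 nt and 6.62 at 30 nt on the log2 scale as shares of their own reads.

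**Figure D1:**
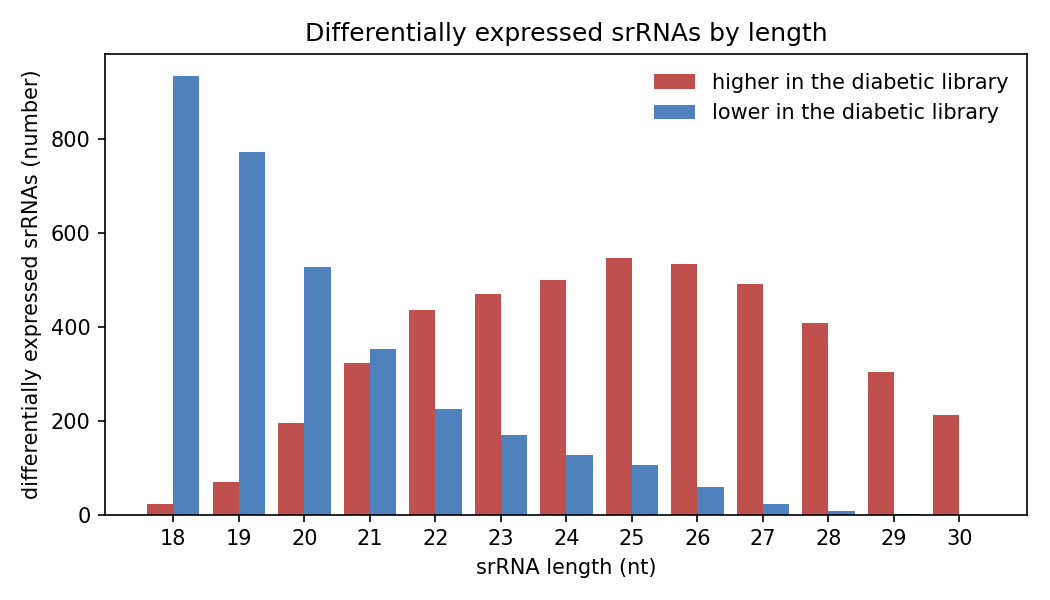
Number of differentially expressed srRNAs (vertical axis) at each srRNA length in nt (horizontal axis), in red those higher and in blue those lower in the diabetic library. The lower srRNAs fall from 934 at 18 nt to 0 at 30 nt, and the higher ones rise from 23 at 18 nt to 546 at 25 nt.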

Totally 7664 srRNAs were differentially expressed, of which 4448 srRNAs were upregulated while 3216 srRNAs were downregulated (Table S12). These data demonstrate that the expression of srRNAs is correlated with diabetes, suggesting that srRNAs are involved in the pathogenesis of diabetes.

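By region, 2711 of the called srRNAs began in 18S, of which 1718 were higher and 993 lower in the diabetic library. In 5.8S, 131 were higher and 78 lower, and in 28S 2636 were higher and 2195 lower, with 60 elsewhere. Among those called with a mean of at least 100 TPM, the largest rises were those of srRNA-12714-28, from 13 reads to 36636 (11.41 on the log2 scale), srRNA-5493-30, from 0 reads to 2512 (at least 807-fold higher), srRNA-5788-30, from 0 reads to 1711 (at least 550-fold higher), srRNA-12712-30, from 0 reads to 1687 (at least 542-fold higher), and srRNA-12713-29, from 2 reads to 3267 (at least 1049-fold higher). The largest falls were those of srRNA-11036-18, from 1338 reads to 2 (at least 463-fold lower), srRNA-11965-18, from 1388 reads to 3 (at least 480-fold lower), srRNA-8829-18, from 960 reads to 3 (at least 332-fold lower), srRNA-10807-18 (−6.32 on the log2 scale, 1465 and 19 reads) and srRNA-11958-21 (−6.01, 1244 and 20 reads). The ranking of the rises uses a count of 0 set to 1 read. srRNA-12716-26 (10.24 on the log2 scale, 52 reads in the normal library) and srRNA-12715-27 (10.08, 20 reads) lie above the 4 lower bounds given for the rises. Of the 10 srRNAs picked by this ranking, those that rose are 28 nt or longer and those that fell are 21 nt or shorter. From its data on normal and diabetic liver, the paper concludes that srRNA expression is correlated with diabetes, and proposes that srRNAs take part in its pathogenesis.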

### The potential biological functions of srRNAs

Since the expression of srRNA is correlated with diabetes, we speculated that srRNA should be involved in some biological functions, such as glucose metabolism. PEPCK and G6pase are key gluconeogenic enzyme genes, and play important roles in glucose homeostasis [36]. To investigate the effect of some srRNAs correlated with diabetes on transcription of PEPCK and G6Pase, we transfected PEPCK and G6pase promoter luciferase reporters with the selected srRNA mimics or their inhibitors into mouse hepatoma cell line Hepa 1–6 cells. As shown in Figure 6A, overexpression of srRNA-12718-24 decreased the luciferase activity of PEPCK promoter reporter, while srRNA-4674-19 increased the luciferase activity of PEPCK promoter reporter. In addition, srRNA-9439-30 downregulated the luciferase activity of G6pase promoter reporter (Figure 6A). Interestingly, inhibition of srRNA-4672-21, srRNA-4674-19, srRNA-9432-19 or srRNA-11958-25 inhibited the G6Pase promoter reporter, and inhibition of srRNA-9432-19 also decreased the luciferase activity of PEPCK promoter reporter significantly (Figure 6B). Nevertheless, inhibition of srRNA-11958-25 increased the luciferase activity of PEPCK promoter reporter (Figure 6B). Since the sequences of srRNAs match with mature rRNAs, we detected whether srRNA inhibitors could downregulate mature rRNA levels. We found that there was no obvious difference of rRNA levels between the cells transfected with srRNA inhibitors matched with 18S and 28S rRNAs respectively or their controls, suggesting srRNA inhibitors have no significant effect on mature rRNA levels (Figure S4). PPARγ has been reported to regulate lipid and glucose metabolism [37], [38]. To investigate the effect of some srRNAs correlated with diabetes on PPARγ, we transfected PPARγ promoter luciferase reporter with the indicated srRNA inhibitors into Hepa 1–6 cells. As shown in Figure 6C, overexpression of srRNA-4674-19 significantly increased the luciferase activity of PPARγ promoter reporter. ATP is a very important metabolic product and previous research showed hepatic ATP was downregulated in patients with type 2 diabetes [39]. We then detected the effect of srRNAs on intracellular ATP level. As shown in Figure 6D, srRNA-11714-25 significantly decreased the intracellular ATP level. All these data suggest that srRNAs are involved in the regulation of metabolic processes.

**Figure 6:**
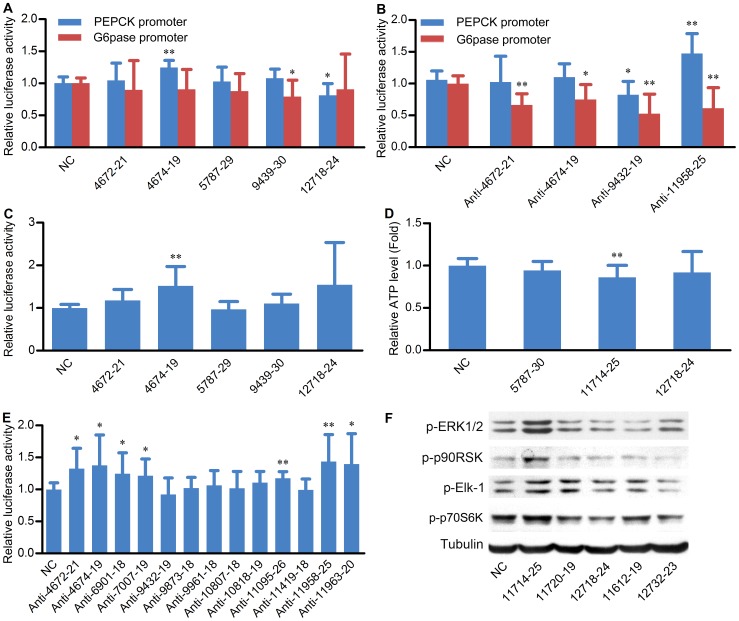
The various biological functions of srRNAs. (A) The effect of the selected srRNA mimics on PEPCK and G6Pase promoter activity. After transfection with the indicated srRNA and luciferase reporter for 72 h, Hepa 1–6 cells were harvested for luciferase assay. In this and all other figures, error bars represent SD. (B) The effect of the selected srRNA inhibitors on PEPCK and G6Pase promoter activity. After transfection with the indicated srRNA mimics and luciferase reporter for 72 h, Hepa 1–6 cells were harvested for luciferase assay. (C) The effect of the selected srRNA inhibitors on PPARγ promoter activity. After transfection with the indicated srRNA inhibitor and PPARγ promoter luciferase reporter for 72 h, Hepa 1–6 cells were harvested for luciferase assay. (D) The effect of the selected srRNA mimics on intracellular ATP levels. After transfection with the indicated srRNA mimics for 72 h, Hepa 1–6 cells were harvested for the measurement of ATP. (E) The effect of the selected srRNA inhibitors on PUMA promoter activity. After transfection with the indicated srRNA inhibitor and PUMA promoter luciferase reporter for 72 h, NIH/3T3 cells were harvested for luciferase assay. (F) The effect of the selected srRNA mimics on ERK pathway including phosohorylation of Erk1/2, p90RSK, Elk-1 and p70S6K. After transfection with the indicated srRNA mimic for 72 h, Hepa 1–6 cells were harvested for western blot. Tubulin was measured as internal control. *p < 0.05, **p < 0.01 versus negative control (NC).

To detect whether srRNAs are also involved in other signaling pathways, we transfected srRNAs with luciferase reporter under the control of p53-responsive PUMA promoter into NIH/3T3 cells. As shown in Figure 6E, inhibition of srRNA-4672-21, srRNA-4674-19, srRNA-6901-18, srRNA-7007-19, srRNA-11095-26, srRNA-11958-25 and srRNA-11963-20 markedly increased the luciferase activity of PUMA promoter, suggesting these srRNAs are involved in p53 signaling pathway or other pathways involved in PUMA transcriptional activation. ERK pathway plays an important role in the transmission of cellular proliferation and developmental signals [40], and then we detected the effect of srRNAs on ERK pathway including the phosphorylation of ERK1/2, p90RSK, Elk-1 and p70S6K. As shown in Figure 6F, overexpression of srRNA-11714-25 increased the phosphorylation levels of ERK1/2, p90RSK, Elk-1 and p70S6K. These data suggest that srRNAs participate in a broad range of biological processes.

## Discussion

In this study, we systematically investigated and characterized srRNAs detected in some small RNA high-throughput sequencing datasets, and provide new insights for the potential functions of srRNAs in biological and pathological processes.

With the robust high-throughput sequencing technology, many small RNA expression profiles have been revealed, and available from some public database, such as GEO [41]. Using some small RNA expression datasets from GEO, we identified and characterized srRNAs, which were usually neglected [15], [16], [17], [26]. Actually, some known small RNAs, such as piRNAs including mouse piR-16, piR-38, piR-165, piR-170 and piR-171, are mapped to rDNA, and we found that a total of 60 mouse piRNAs are also srRNAs (Table S13). Moreover, some miRNAs including mouse miR-696, miR-712, miR-714 and miR-715 are also mapped to rDNA, and we found that a total of 10 mouse miRNAs are also srRNAs (Table S14). In addition, as shown in Table S15, 62 srRNAs are perfectly matched to piRNAs, including piR-16, piR-38, piR-170 and piR-171. 

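Of the 10 miRNAs of Table S14, 1 was read in the liver libraries, miR-466i-5p with 1 read in the diabetic library. This sequence is a repeat of TG with 2397869 perfect matches in mm9. Sequences of miR-696, miR-712, miR-714 and miR-715 had 0 reads in both libraries, which allows up to 3 reads, or 0.649 TPM in the normal and 0.626 TPM in the diabetic library.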

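All 36 srRNAs that Table S15 lists for the liver libraries were placed on the rebuilt unit. They were 28 nt long at the median, and 20 of them occurred in the normal library (1268 reads, 0.0274% of srRNA reads) and 36 in the diabetic library (7281 reads, 0.152%). Their median log2 fold change was 2.04, above that of all 10000 random lists of srRNAs of the same size matched on mean abundance, whose median was 0.64. Matched on length as well as abundance, the random lists had a median of 1.98, and the list stood at their percentile 56.5. These percentiles describe the 2 libraries and carry no p-value. Most of the 36 had 3 reads or fewer in the normal library, and a count of 0 was set to 1 read for the fold change. The median therefore rests largely on folds that are lower bounds or near the counting limit. srRNA-5850-27 alone held 1146 of the reads in the normal and 5208 of those in the diabetic library. Of the 36, 5 had a mean of at least 10 TPM and were called, all higher in the diabetic library, for example srRNA-4295-27 (piR-22992) with 9 reads in the normal and 144 in the diabetic library.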

Interestingly, some small RNAs, such as piR-38, piR-171, miR-696, miR-712 and miR-714 observed in the datasets we analyzed, can only be mapped to rDNA but not the reference genome. 

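In the liver libraries, the sequence of piR-38 (AACGGTAACGCAGGTGTCCTAAGGCGA) had 1 read in the normal and 119 in the diabetic library, and that of piR-171 (ACGGTAACGCAGGTGTCCTAAGGCGA), which begins 1 base later, had 2 and 70 reads. Neither has a perfect match in mm9, nor do miR-696, miR-712 and miR-714. The sequence of piR-16 had 0 reads in the normal and 34 in the diabetic library and 3 perfect matches in mm9, one of them on chromosome 2 from 73706062 to 73706089 in an intron of Atf2, on the opposite strand. The sequence of piR-170 had 1 and 4 reads and 1 match, on chromosome 17 from 39984557 to 39984583, where no gene is annotated. Of the 60 piRNAs of Table S13, 6 are longer than the 30 nt of the longest reads. Of the other 54, 37 had reads in either liver library. Among all 60, 12 have no perfect match in mm9. Of the 36 srRNAs of Table S15 from liver, 10 have none.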

The overlap of srRNA with piRNAs and miRNAs demonstrate that at least some srRNAs are not generated from random degradation of rRNAs. 

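In the normal liver library, srRNAs began at 6968 positions of the rebuilt unit, with a median of 6 of the 13 possible lengths per position, and 13.2% of the positions had a single length. The diabetic library had 7073 positions with a median of 9 lengths, and 9.83% had a single length. Among positions with at least 100 reads the median was 10 lengths over 2365 positions in the normal library and 12 lengths over 2924 positions in the diabetic library. There the most frequent length took 38.1% of the reads of a position at the median in the normal library and 25.5% in the diabetic library. The reads with the 5′ end of miR-122 (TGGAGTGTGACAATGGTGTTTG, in the annotated miRNA Mir122a on chromosome 18 of mm9 from 65408520 to 65408541) had a mean length of 21.7 nt over 881933 reads in the normal and 21.9 nt over 1656439 reads in the diabetic library. Their number of lengths and the share of the most frequent length are not given here. These means therefore do not compare the spread of lengths with that of srRNAs.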

Compared with other small RNAs, such as miRNA and piRNA, srRNAs coding from the same start position in rDNA usually have various length, which forms an interesting character of srRNA. srRNAs are mainly distributed in rDNA regions coding rRNAs (Figure 1C, 1D, 3, 5E and S2), and the different density of srRNAs in rDNA coding regions provide further evidence that a large number of srRNAs are not generated from random degradation of rRNA. We can’t exclude the possibility that some of the detected srRNAs in total small RNA might be generated in the small RNA isolation procedure, in which some rRNAs are degraded. However, our results demonstrate that a large number of srRNAs should be generated endogenously, at least for the srRNAs identified from AGO protein complexes in different species.

Although we systematically identified and characterized srRNAs, how srRNAs are generated is still largely unknown. It has been suggested that srRNAs can be generated as diRNA in DNA double-strand break repair [14]. Since srRNAs are mainly distributed in rDNA regions coding rRNAs (Figure 1C, 1D, 3, 5E and S2), it is unlikely that srRNAs are mainly generated as diRNA or derived from pre-rRNA degradation. It has been reported that rRNA was highly degraded in a chloramphenicol- and rifampin-dependant manner when *Salmonella* strains enters stationary phase [42]. Moreover, in *Escherichia coli* cells, rRNA degradation increases dramatically under conditions leading to slow cell growth, and rRNA degradation also happens in growing cells to eliminate rRNA molecules with defects in length, processing, folding or assembly [43], [44]. These previous reports show that rRNA can be endogenously degraded, suggesting that srRNA might be generated from endogenous degradation of rRNA. It has been proposed that rRNA is fragmented by endoribonucleases, and the resulting fragments are further degraded to mononucleotides by exoribonucleases for recycling [45], [46]. Our findings suggest that degradation of rRNA may also produce functional srRNAs except recycling mononucleotides. It has been reported that the exoribonucleases RNase II and RNase R are important for rRNA degradation during starvation in *Escherichia coli* cells, whereas RNase R and PNPase are more important for rRNA degradation in quality control [45]. These findings suggest that these RNases might be involved in the generation of different srRNAs under different conditions. The binding of srRNA with AGO proteins shown in Figure 3 implicates that some known small RNA processing pathway might be involved in the generation of srRNAs. Various sizes of rRNA fragments usually can be detected in previous report [47], and it is very difficult to distinguish whether some of them are endogenous transcripts or degraded fragments. Nevertheless, at least the srRNAs identified from AGO protein complexes should be mainly endogenous products. In addition, in mouse and human reference genome, there are a lot of rDNA fragments, whether these rDNA fragments can be transcribed is still largely known. Thus, we still can’t completely exclude the possibility that some srRNAs might be generated from transcripts different from full-length rRNA precursor as their specific precursors like miRNA [48]. All these interesting possibilities need to be studied in the future.

Different classes of small RNAs including miRNAs and piRNAs have various important biological functions [49], [50]. Similarly, in this study, we demonstrate that some srRNAs are correlated with diabetes and involved in various biological processes including glucose and energy metabolism (Figure 5 and 6). 

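Reads that begin within the first 100 nt of the 28S coding region made up 28.0% of the srRNA reads in the normal library (95% confidence interval 28.0–28.1%) and 5.98% in the diabetic library (5.96–6.00%). Reads whose 3′ end lies within the last 150 nt of 28S made up 2.39% in the normal library (2.38–2.40%) and 21.6% in the diabetic library (21.6–21.7%). Counted as unique reads, the start held 1.96% and 1.88% and the end 2.24% and 2.20%. Reads whose 5′ end is the first base of 28S, 13 srRNAs of 18–30 nt, fell from 26.7% (1235450 reads) to 4.81% (230612 reads). Reads that share the 3′ end of srRNA-12718-24 rose from 0.158% (7323 reads) to 18.3% (877639 reads). Taken among the reads of one length, the share of the first group was lower in the diabetic library at 12 of the 13 lengths, with 24 nt as the exception (0.929% and 1.23%), and that of the other was higher at all 13, for example 0.177% and 34.5% at 24 nt.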

Interestingly, srRNAs in the normal mouse liver had a high peak at the beginning of 28S rRNA coding region, while srRNAs in diabetic mouse liver had a high peak at the end of 28S rRNA coding region (Figure 5E). However, the underlying mechanism for such a big change of the srRNAs in diabetic mouse liver is still unclear. miRNA expression profile has been proposed as diagnostic marker for disease [51], [52]. Our observation of the correlation between srRNA expression profile and diabetes suggests that srRNA expression profile should also be beneficial for disease diagnosis. Although we show that some srRNAs have biological functions by overexpression of their mimics or antisense oligonucleotides, the underlying mechanism is still largely unknown. Whether some srRNAs function like siRNA in post-transcriptional regulation or like miRNA in regulation of mRNA stability and translation [8], is yet to be elucidated in the future.

In summary, we initiated a systematic analysis of srRNAs, revealed a global view of srRNAs in multiple samples including some srRNAs in AGO protein complexes, and provided new evidences for the potential functions of srRNAs in physiological and pathological processes.

## Materials and Methods

### Dataset collection

In this study, we used 6 Solexa small RNA sequencing datasets obtained from GEO (Gene Expression Omnibus, http://www.ncbi.nlm.nih.gov/geo/index.cgi), including GSM304914, GPL7059, GSM531974, GSM531975, GSM531976 and GSM533911 [53], [54], [55]. This study also used 2 Solexa small RNA sequencing datasets of normal (GSM1054168) and diabetic (GSM1054169) mouse liver from our lab. Additionally, we collected a few high-throughput sequencing datasets containing small RNAs co-immunoprecipitated with AGO proteins from GEO, including GSM889256, GSM889279, GSM642335, GSM642337, GSM280087, GSM280088, GSM850202, GSM850203 and GSM850204 [14], [31], [32], [33]. GSM889279 contains two replicates, which were referred as GSM889279a and GSM889279b in this study. The brief information about the samples was provided in Table S16.

### Animal experiments

All animal experimental procedures were approved by the Institutional Animal Care and Use Committee of the Institute for Nutritional Sciences (Protocol number 2010-AN-9). 12 male C57BL/6 mice at the age of 7 weeks were purchased from SLAC (Shanghai, China), and 12 diabetic male db/db mice at the age of 7 weeks were purchased from Model Animal Research Center of Nanjing University (Nanjing, China). All the mice were allowed to have access to water and diets *ad libitum*. About 3 h after the beginning of light cycle, 9-week-old mice were sacrificed, and the livers were immediately removed and snap-frozen in liquid nitrogen.

### Solexa sequencing

For Solexa sequencing, total RNA was extracted from liver samples with Trizol reagent (Invitrogen), according to the manufacturer’s instruction. The quality and integrity of the total RNA was evaluated by electrophoresis on 1.2% agarose gel and Agilent 2100 BioAnalyzer (Agilent). The Solexa sequencing procedure was conducted by using the manufacturer’s protocol. Briefly, after gel purification of small RNAs sized at 18–30 nt, a pair of Solexa proprietary adaptors was ligated to their 5′ and 3′ ends. Ligation products were gel-purified, reverse transcribed, and amplified by PCR using Illumina’s small RNA primer set complementary to the linker sequences. The generated cDNA library was utilized for sequencing analysis using the Illumina 1G Genome Analyzer according to the manufacturer’s instructions.

### Bioinformatics analysis of small RNA datasets

For each of the datasets mentioned above, we filtered the Solexa small RNA sequencing dataset by eliminating low quality reads and trimming 3′ primer adaptor sequences and adaptor contaminants to generate clean reads using Cutadapt 1.0 [56]. Then we collected the clean reads sized at 18–30 nt for further analysis. The clean reads were aligned to the mouse reference genome (NCBI v37, mm9) or the human reference genome (NCBI v37, hg19) using Bowtie 0.12.5 [57] with the following options: –f –v 0 –a. The indicated clean reads were aligned to human ribosomal DNA repeat unit (GenBank: U13369) [28] and mouse rDNA repeat unit (GenBank: BK000964) [29] using Bowtie with the following options: –f –v 0 –m 1. The clean reads that could be perfectly aligned were considered as mapped reads, and the remaining were considered as unmapped reads. Considering a high density of simple sequence repeats and transposable elements of rDNA [29], some reads (averagely about 0.53% in total reads mapped to rDNA) mapped to multiple positions in rDNA unit were removed by Bowtie. The count of each unique srRNA was normalized to transcripts per million (TPM) in the clean reads mapped to corresponding reference rDNA. In this study, unique reads refer to different types of reads, and redundant reads refer to total reads.

The abundance distribution of srRNAs in rDNA unit was analyzed by F-seq 1.0 [58]. The top 20 abundantly expressed srRNAs were selected according to their average abundance in the two indicated samples. To compare the srRNA expression level in normal and diabetic samples, a total of 64723 srRNAs were used to calculate fold changes and false discovery rate (FDR) [59]. The srRNAs with an average abundance no less than 10 TPM between two samples, a fold change no less than 1.5 and FDR less than 0.01 were considered to be differentially expressed.

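Audic-Claverie probabilities of the reads, adjusted over all srRNAs seen in either library, were computed here with these thresholds. The log2 fold changes of all 1998 srRNAs in the copy of Table S12 used here lay within 0.05 of the printed ones. Their sequences helped to rebuild the unit and their reads are the deposited counts. This closeness was therefore largely fixed in advance and does not bear on the choice of test. On reads drawn from the abundances of the 64515 srRNAs with 200 of them changed 3-fold, the test recovered 200, all in the right direction, with 1 false call. Far more srRNAs were called in the data than were changed in the simulation. It therefore checks the computation and does not give the number of false calls in these libraries. Without the minimum of 10 TPM it called 20741 srRNAs, and with a minimum of 50 TPM 2246.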

As several homogeneous rDNA gene fragments are contained in current genome assemblies of *Arabidopsis thaliana* and *Drosophila melanogaster*, thus all of the clean reads were directly aligned to the *Arabidopsis* ribosomal DNA repeat unit (GenBank: X52322) and *Drosophila* rDNA repeat unit (GenBank: M21017) to analyze srRNAs.

To investigate srRNAs co-immunoprecipitated with AGO proteins, the count of each unique srRNA was normalized to TPM in the total detected reads, and the distribution of srRNAs in rDNA unit was visualized by SigmaPlot 11.0 software.

### Plasmids

The PEPCK and G6Pase luciferase reporters driven by PEPCK and G6Pase promoter respectively were generous gifts from Dr. Yong Liu (Institute for Nutritional Sciences, CAS, Shanghai, China). To construct the luciferase reporter driven by PPARγ promoter as described previously [60], PPARγ promoter was amplified from mouse genomic DNA using the primers 5′-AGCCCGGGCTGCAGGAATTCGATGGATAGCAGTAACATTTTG-3′ and 5′- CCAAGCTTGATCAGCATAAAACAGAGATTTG-3′. Then the amplified DNA fragment was cloned into the SmaI/HinDIII sites of pGL3-basic vector (Promega). The PUMA luciferase reporter was kindly provided by Dr. Wei Gu (Columbia University) [61]. pSV40-β-gal was obtained from Promega.

### srRNA mimics and srRNA antisense oligonucleotides

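The srRNAs that the paper names for its mimics and inhibitors were all called between the liver libraries, 9 of the 12 lower in the diabetic library. The paper selected them mainly for large changes, and the same 2 libraries are used here. That all were called was therefore largely fixed by this choice. srRNA-12718-24 and srRNA-9439-30 rose by 8.97 and 7.84 on the log2 scale, the latter (GCGTACGCGTTAGGACCCGAAAGATGGTGA) from 12 reads to 2860, and srRNA-4674-21 rose by 1.58. srRNA-4674-19 (TTAAAAAGCTCGTAGTTGG), in 18S, fell by 3.79 on the log2 scale, from 1413 reads to 106, and srRNA-4672-21 (AGTTAAAAAGCTCGTAGTTGG), which ends at the same base, fell by 2.63, from 2219 reads to 371. In 5.8S, srRNA-7007-19 (GGGGCTACGCCTGTCTGAG) fell by 5.64, from 4041 reads to 84, and srRNA-6901-18 (GCTCGTGCGTCGATGAAG) fell by 4.80, from 1314 reads to 49. In 28S, srRNA-9432-19 fell by 4.39 (4894 and 242 reads), srRNA-11095-26 fell by 4.68 (3189 and 129 reads), srRNA-11963-20 fell by 4.79 (2380 and 89 reads), srRNA-11958-25 fell by 4.44 (2220 and 106 reads) and srRNA-11714-25 fell by 1.39 (4711 and 1868 reads). srRNA-6901-18, srRNA-7007-19 and srRNA-11095-26 have no perfect match in mm9. The other 9 have 2 to 5 matches. One match of srRNA-11958-25 (GGAGTTTGACTGGGGCGGTACACCT) lies on chromosome 7 from 137978021 to 137978045, inside the annotated miRNA gene AC115697.1 within an intron of Fgfr2, and srRNA-11963-20 ends at the same base. One match each of srRNA-4674-19 (chromosome 6 from 3151114 to 3151132), srRNA-9432-19 (chromosome 15 from 86025319 to 86025337) and srRNA-11714-25 (chromosome 3 from 5860618 to 5860642) lies outside annotated genes.

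For some of these srRNAs the change over all lengths of the same 5′ start differed from that of the single length. Of the reads that begin with srRNA-7007-19, those of 26 nt rose from 456 to 6728, and over all lengths the change was 0.046 on the log2 scale and not called. The reads of 26 nt cover bases that no printed sequence of the supplementary tables reaches. Over all lengths that begin with srRNA-4672-21 the change was 0.70, since its forms of 22 and 23 nt rose by 2.47 and 3.34. The 5′ start shared by srRNA-4674-19 and srRNA-4674-21 changed by −0.73 over all lengths. The other srRNAs named for mimics and inhibitors kept their direction over all lengths, with smaller changes. srRNA-9432-19 fell by 1.53 and srRNA-9439-30 rose by 2.26. All srRNA reads of 30 nt rose by 5.86 on the log2 scale, and srRNA-9439-30 rose by 1.98 when scaled within this length. Scaling within length enlarged other changes, such as that of srRNA-11958-25 to −5.64.

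**Figure D2:**
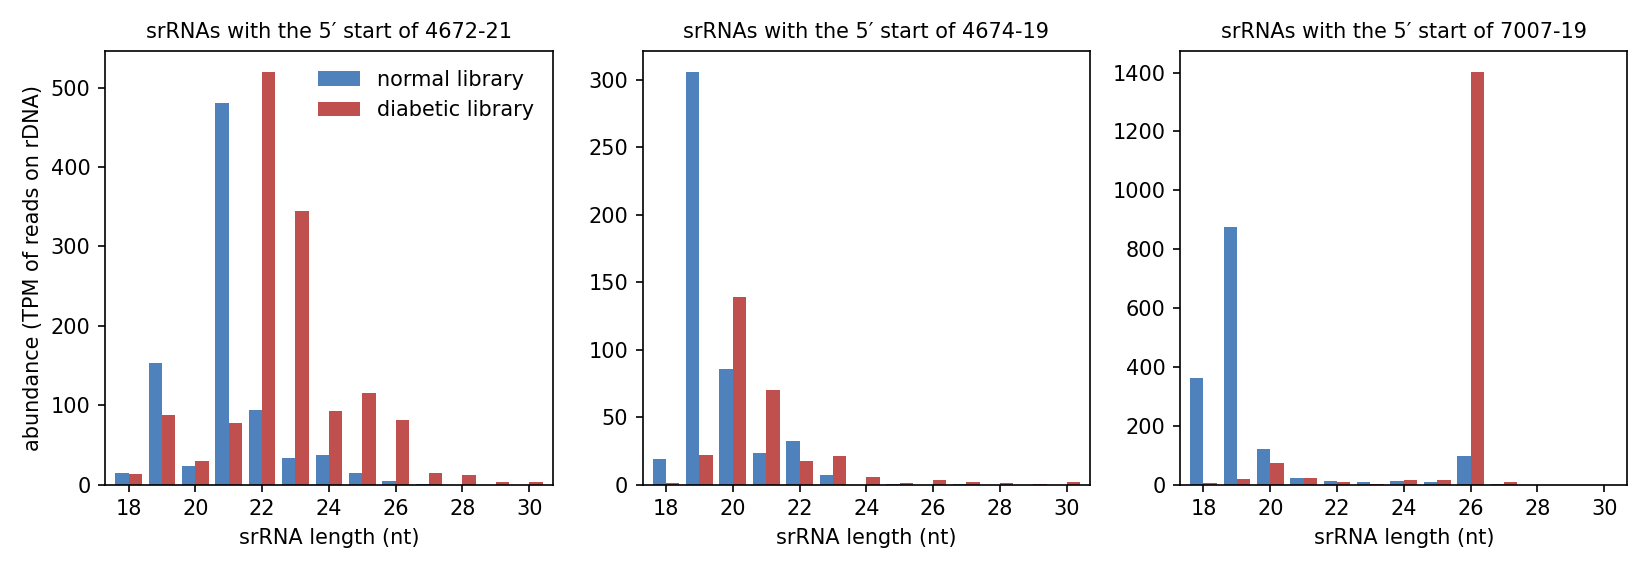
Abundance in TPM of reads on rDNA (vertical axis, from 0) of the srRNAs of each length in nt (horizontal axis) that share the 5′ start of srRNA-4672-21, srRNA-4674-19 and srRNA-7007-19, in blue for the normal and red for the diabetic library, 1 library each and so without error bars. At the start of srRNA-7007-19 the highest bar is 875 TPM at 19 nt in the normal library and 1403 TPM at 26 nt in the diabetic library.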

A total of 10 and 13 srRNAs mainly with big fold change and abundance change distributed at different regions of rDNA unit were selected to synthesize srRNA mimics and antisense oligonucleotides respectively. srRNA mimics and 2′-O-methylated single-stranded srRNA antisense oligonucleotides (srRNA inhibitors) were obtained from GenePharma (Shanghai, China). To equalize the total amount of small RNA, irrelevant miRNA (cel-miR-239b) or its 2′-O-methylated single-stranded antisense oligonucleotide was co-transfected and indicated as negative control.

### Cell culture and transfection

Hepa 1–6 and NIH/3T3 cells obtained from ATCC were grown in DMEM with 25 mM glucose and 10% fetal bovine serum. For transfection, Hepa 1–6 or NIH/3T3 cells were transfected with the indicated srRNA mimics or srRNA inhibitors at the final concentration of 50 nM using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instruction.

### Luciferase assay

Hepa 1–6 or NIH/3T3 cells in 24-well plates were co-transfected with the indicated srRNA mimics or inhibitors (50 nM), luciferase reporter plasmid (0.1 µg/well) and pSV40-β-gal (0.1 µg/well) using Lipofectamine 2000. After transfection for 72 h, luciferase activities were determined by luciferase assay kit from Promega. Luciferase activity was normalized to β-galactosidase activity, which was determined as described previously [62].

### RNA isolation and analysis

Total RNA was extracted from the indicated samples using Trizol reagent. Equal amount of total RNA from each sample was analyzed by agarose gel electrophoresis with ethidium bromide staining.

### Measurement of ATP content

ATP levels were measured using an ATP Bioluminescent Assay Kit (Promega) and were normalized to the protein content.

### Western blot

Protein samples were analyzed using antibodies against phosphorylated Erk1/2, phosphorylated p90 RSK, phosphorylated Elk-1, phosphorylated p70 S6K (Cell Signaling), α-tubulin (Sigma) and secondary antibodies conjugated to horseradish peroxidase from Jackson ImmunoResearch. The bound immune complexes were detected with SuperSignal west pico chemiluminescent substrate (Pierce).

### Statistical analysis

Data are expressed as mean ± SD of at least three independent experiments. Statistical significance was assessed by Student’s t-test except indicated. Differences were considered statistically significant at p < 0.05.

## Supporting Information

Figure S1 **Venn diagrams summarizing the reads and percentage of small RNAs mapped to reference genome and rDNA unit in total reads.**
(TIF) Click here for additional data file.

Figure S2 **A continuous tag sequence density estimation by F-Seq showed that srRNAs from mouse fetal liver (GSM533911) (A), human liver C (GSM531974) (B) and fibroblast (GSM850202) (C) were also mainly enriched in the regions coding 18S, 5.8S and 28S rRNA.**
(TIF) Click here for additional data file.

Figure S3 **The comparison of srRNA length distribution in immunoprecipitated AGO protein complex and total small RNA.** (A) The length distribution of *Arabidopsis* seedling srRNAs and srRNAs co-immunoprecipitated with AGO2. (B) The length distribution of human fibroblast srRNAs, human fibroblast srRNAs co-immunoprecipitated with AGO proteins, and human liver srRNAs.
(TIF) Click here for additional data file.

Figure S4 **The srRNA inhibitors had no significant effect on mature rRNA levels.** Total RNA was extracted from Hepa 1-6 cells transfected with the indicated srRNA inhibitors and their control, and analyzed by agarose gel electrophoresis and ethidium bromide staining. Anti-4674-21 and Anti-7007-19 match with 18S and 28S rRNA respectively. NC, negative control.
(TIF) Click here for additional data file.

Table S1 **Mouse neutrophil srRNAs identified from Solexa small RNA sequencing dataset GSM304914.**
(XLS) Click here for additional data file.

Table S2 **Mouse srRNAs identified from Solexa small RNA sequencing dataset GPL7059.**
(XLS) Click here for additional data file.

Table S3 **Human liver srRNAs identified from Solexa small RNA sequencing dataset GSM531975.**
(XLS) Click here for additional data file.

Table S4 **Human liver srRNAs identified from Solexa small RNA sequencing dataset GSM531976.**
(XLS) Click here for additional data file.

Table S5 **The top 20 abundant mouse srRNAs in Solexa small RNA sequencing datasets GSM304914 and GPL7059.**
(XLS) Click here for additional data file.

Table S6 **The top 20 abundant human liver srRNAs in Solexa small RNA sequencing datasets GSM531975 and GSM531976.**
(XLS) Click here for additional data file.

Table S7 **The reads and percentage of total and unique srRNA in AGO protein complex and the controls.**
(XLS) Click here for additional data file.

Table S8 **Human fibroblast srRNAs co-immunoprecipitated with AGO proteins.**
(XLS) Click here for additional data file.

Table S9 **srRNAs identified in normal mouse liver.**
(XLS) Click here for additional data file.

Table S10 **srRNAs identified in diabetic mouse liver.**
(XLS) Click here for additional data file.

Table S11 **The top 20 abundant srRNAs in normal and diabetic mouse liver.**
(XLS) Click here for additional data file.

Table S12 **Differentially expressed srRNAs in normal and diabetic mouse liver.**
(XLS) Click here for additional data file.

Table S13 **piRNAs perfectly matched to mouse 45-kb rDNA unit.**
(XLS) Click here for additional data file.

Table S14 **miRNAs perfectly matched to mouse 45-kb rDNA unit.**
(XLS) Click here for additional data file.

Table S15 **Some mouse and human srRNAs are perfectly matched to piRNA.**
(XLS) Click here for additional data file.

Table S16 **Brief information on the high-throughput sequencing datasets.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

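Small RNAs of 18–30 nt from the liver of wild-type (normal) and db/db (diabetic) mice of 9 weeks were measured in 2 libraries, 1 per condition. The authors removed low quality reads, trimmed the 3′ adaptor with Cutadapt, kept reads of 18–30 nt and deposited each distinct sequence with its count, the number of reads with that exact sequence. These counts are raw, were not aligned or normalized, and carry no molecular identifiers. The depth is 8610071 reads in the normal and 13818702 reads in the diabetic library. Of these, 4620413 and 4795293 reads were placed on rDNA, so that a count of 3 reads, the limit that a count of 0 allows, corresponds to 0.649 and 0.626 TPM of reads on rDNA.

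Everything else was computed from those counts with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, figures with matplotlib 3.10.9) and R 4.3.3 (edgeR 4.0.16, DESeq2 1.42.0). Each sequence was matched to both strands of mm9, chromosomes and unplaced contigs, without mismatches, in place of the authors' Bowtie run with the same rule. The matching was checked on 400 simulated reads in random sequence, with 0 wrong results. The check covered whether a match exists, with and without 1 base trimmed from the 3′ end, and whether it lies on a chromosome. It did not cover the position or strand of a match. Annotation came from GENCODE's annotation of the same assembly. Coordinates in mm9 count from 1. The position in the name of a srRNA counts from 0 in the rDNA unit, as in the paper.

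The rDNA unit was rebuilt from the sequences and positions printed in the supplementary tables, and gaps were closed with deposited reads that overlap by at least 16 bases, or with mm9. Bases that no printed sequence covers come from the libraries themselves. Reads over such bases were 5.36% of the srRNA reads in the normal library and 7.90% in the diabetic library. The published unit has a long intergenic spacer with repeats, most of which is not analysed here. The totals of srRNA reads are nevertheless above those behind the paper's TPM values, as given under the differences from the paper's values. Reads with exactly 1 match in the rebuilt unit were kept.

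Abundance is given in TPM, in which the reads on rDNA of a library are scaled to a common total. The authors did the same in their tables, and their division uses the reads on the published unit. Differential expression used the two-sided Audic-Claverie test on the counts of both libraries, Benjamini-Hochberg adjustment over 64515 srRNAs, a mean of at least 10 TPM, a fold change of at least 1.5 and an FDR below 0.01. The paper's text does not name its test for the FDR. Of the 1998 srRNAs in the copy of Table S12 used here, 1478 have a printed FDR above 0, and for 1380 of these the FDR of the Audic-Claverie test lay within 10-fold of it. With Fisher's exact test 1365 did, so the printed values do not separate these tests. The other 520 are printed with an FDR of 0, of which 327 have an FDR above 0 with the Audic-Claverie test here. Of these 327, 325 are higher in the diabetic library, so the printed FDR values differ from both two-sided tests in one direction, and the authors' test was not identified. With 1 library per condition no test across animals could be fitted, and the calls compare these libraries. On simulated reads for 64515 srRNAs with 200 of them changed 3-fold, the Audic-Claverie test and Fisher's exact test recovered 200 each with 1 false call each. The exact tests in edgeR with an assumed biological coefficient of variation of 0.2 and 0.4 recovered 200 of 200 srRNAs changed 64-fold with 0 false calls. These simulations check the computation and do not give the number of false calls in these libraries. A fold change against a library at or under 3 reads is given as a lower bound against 3 reads.

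The srRNAs named in the text were fixed by a rule written before the data were examined. They are those the paper names for the liver libraries or for the mimics and inhibitors, the 20 with the highest mean TPM, and the 5 largest rises and 5 largest falls among called srRNAs with a mean of at least 100 TPM, 40 in all. The piRNA-matched srRNAs of Table S15 were compared with 10000 random lists matched on mean abundance in 10 classes. Other srRNAs and miRNAs named at single values, such as srRNA-7007-26, srRNA-7014-19, srRNA-4295-27 and miR-122, were chosen after their values were seen. Shares carry Wilson intervals.

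The alternatives set before the data were examined were Fisher's exact test and edgeR's exact test in place of the Audic-Claverie test, scaling to all clean reads, by edgeR's TMM factors or by DESeq2's size factors, other minimums and fold changes, sums over one 5′ start or over bins of 50 nt, keeping reads with several matches, leaving out the 2 most abundant fragment families, unique in place of redundant reads, other windows at the ends of 28S, trimming 1 base from the 3′ end before matching the genome, leaving out sequences with 1 read, and leaving out unplaced contigs. Scaling within each read length, and leaving out reads over bases that no printed sequence covers, were added after the data had been seen. The datasets of other tissues, species and immunoprecipitations in the paper are not analysed here.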

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

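The matches after trimming and the distances to more abundant reads were planned before their results were seen, and the comparison of read lengths within one 5′ end was chosen afterwards.

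Of the redundant clean reads, 12.4% in the normal library and 24.9% in the diabetic library matched neither the genome nor rDNA, reads on which the paper does not report. If 1 untemplated base at the 3′ end made these reads, most should match once 1 base is trimmed. In the diabetic library 35.1% did (24.8% in the normal library), against 2.34% (5.14%) with 1 base trimmed from the 5′ end. A single such base therefore accounts for a part and not for most of them. Longer untemplated ends would not match after this trim and were not tested. Single-base errors or changes in abundant reads would leave most of them 1 substitution away from a matched read at least 10 times as abundant. This held for 19.2% in the diabetic library and 29.4% in the normal library. The union of both kinds covers 49.9% and 46.1%. The rest of these reads stays open. Spacer sequence of the rDNA unit, reads with more than 1 change and RNA of other organisms were not tested, and an effect of diabetes on untemplated bases is also untested.

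The most frequent 5′ end off rDNA is that of miR-122, with 1656439 reads in the diabetic library against 881933 in the normal library, in reads the paper does not report on. Both the depth and the srRNA share of all redundant reads (34.7% in the diabetic and 53.7% in the normal library) differed, so depth alone does not account for the difference. It goes with the number of reads that match the genome and not rDNA, 5583731 in the diabetic and 2919984 in the normal library. Reads with the 5′ end of miR-122 were 29.7% and 30.2% of the reads that match the genome and not rDNA. Among those reads the mean length was 0.17 nt greater in the diabetic library at the 5′ end of miR-122, against a median of 1.23 nt over all 431 5′ ends off rDNA, and a difference in length across the whole library remains an open explanation for the latter. An effect of diabetes on miR-122 was not tested, with 1 library per condition.

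Antisense srRNAs had 104 reads in the diabetic library and 54 in the normal library, above the 3 reads that a count of 0 allows. Their share was 0.00217% and 0.00117% of the srRNA reads. Whether they arise in library preparation was not tested, and no biological explanation was tested.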

How the results depend on the processing

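Scaling within each read length and leaving out reads over bases that no printed sequence covers were chosen after the data had been seen. No paired analysis was possible because each condition has 1 library.

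The number of differentially expressed srRNAs, 7811 in the setting of the Methods, stayed within 1.5 times of that with Fisher's exact test (7815, of which 7807 were the same srRNAs), edgeR's exact test with an assumed coefficient of variation of 0.2 (5704), edgeR's TMM factors (7609), DESeq2's size factors (7615), a fold change of at least 2 (6798), reads with several matches kept (7811), the 2 fragment families left out (9189), reads over unprinted bases left out (7258) and scaling within each length (6525). It was 2341 with an assumed coefficient of variation of 0.4, 4316 scaled to all clean reads, 20741 without an abundance minimum, 2246 with a minimum of 50 TPM, 2635 of 7649 with reads summed over one 5′ start and 77 of 232 in bins of 50 nt. The last 2 test other numbers of items by construction, and the 2 abundance minimums change by construction which of the 64515 tested srRNAs can be called. For the others the cause was not tested.

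The split between higher and lower calls depended on the scaling, the test and the minimum. The share of calls higher in the diabetic library was 57.7% in TPM of reads on rDNA, 35.4% scaled to all clean reads, 39.7% with TMM factors, 38.5% with size factors and 53.2% within each length. Without a change of scaling it was 48.4% with a minimum of 50 TPM (1087 higher and 1159 lower), 70.3% without a minimum, 70.1% with an assumed coefficient of variation of 0.4, 67.7% over one 5′ start and 71.4% in bins. The 3 scalings over whole libraries shift all srRNAs alike, by less than a called srRNA would need to be called in the other direction, and shared 3753, 6321 and 6233 calls with the main setting. Within each length, 5048 calls were shared and 4681 of them kept their direction.

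Of the 40 named srRNAs, 40 kept direction and call with the 2 families left out of the scaling, 38 under each of the other 3 scalings set before the data were examined, 35 with reads summed over one 5′ start and 37 within each length. Over one 5′ start the log2 fold change became 0.70 for srRNA-4672-21, −0.73 for srRNA-4674-21 and 0.65 for srRNA-11721-18, each called in the direction opposite to the single length, because other lengths of the same start changed the other way. For srRNA-7007-19 it became 0.046, which was not called and rests on reads of 26 nt over unprinted bases. srRNA-11681-19 reversed to −0.48 scaled to all clean reads, −0.53 with TMM factors and −0.57 with size factors, without a call. srRNA-5791-20 became 0.20 within its length. The other changes were 1 weaker srRNA over one 5′ start and 1 stronger under each of the 3 scalings, and 2 stronger within each length.

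Without a match in the genome were 36.4% of the unique and 33.4% of the redundant reads of the normal library after trimming 1 base from the 3′ end, and 53.3% and 23.6% in the diabetic library. With only sequences of at least 2 reads these were 40.0% and 36.6% in the normal library and 46.6% and 31.0% in the diabetic library. Leaving out unplaced contigs moved no share beyond its interval. In unique reads the diabetic library kept the higher share, and in redundant reads the normal library did, under each of these.

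The share of 28S stayed above 60% under every alternative. It was 65.8% and 65.8% with unique reads, 66.6% (normal) and 62.6% (diabetic) without the 2 families, and 75.4% and 69.9% without reads over unprinted bases. Reads were counted by their 5′ end at the start of 28S and by their 3′ end at its end. In windows of 150 nt and 200 nt, the start of 28S held 28.2% in the normal and 6.43% in the diabetic library, and the end 2.45% and 21.7%. In windows of 500 nt these were 29.7% and 8.17%, and 3.48% and 22.6%. In unique reads the difference disappeared, with 1.96% and 1.88% at the start and 2.24% and 2.20% at the end, since each sequence then counts once.

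The most frequent length of redundant reads in the normal library was 18 nt without the 2 families, 18 nt in 18S, 18 nt in 5.8S and 21 nt in 28S. In the diabetic library it was 23 nt in 18S and 26 nt in 5.8S. For unique reads it was 19 nt in 5.8S of the normal library and 23 nt in 28S of the diabetic library. In each of these settings it was longer in the diabetic library.

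The piRNA-matched srRNAs stood at percentile 56.5 among random lists matched on length as well, against 100 among lists matched on abundance alone. Other scalings of a whole library move the list and the random lists alike and do not test this. Depth limits the named folds in which one library had 3 reads or fewer, which are lower bounds, and with 1 library per condition it says nothing about the spread between animals.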

Differences from the paper's values

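For redundant reads unmapped to the reference genome the paper's text gives a range of 63.3% to 67.7%, without naming the library of each value. Here the unmapped shares were 36.7% in the normal and 32.3% in the diabetic library, and 63.3% and 67.7% are the shares with a match. None of the alternatives set before the data were examined (1 base trimmed, only sequences with at least 2 reads, chromosomes only) closed the gap for the unmapped share. For unique reads the ends of the paper's range equal the unmapped shares here to the digits printed.

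For srRNAs in 5.8S the paper gives a range of 1.0% to 1.1%, against 1.65% in the normal and 1.66% in the diabetic library here. The edges of 5.8S used here were not taken from the published annotation. None of the alternatives set before the data were examined (unique reads, reads with several matches kept, the 2 families left out, reads wholly inside the region) closed the gap. Without reads over bases that no printed sequence covers, an alternative chosen after seeing the values, the shares were 1.18% and 1.34%, within 1.5 times of the paper's.

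The number of differentially expressed srRNAs in the paper, 7664, lay within 1.5 times of the 7811 here. The higher (4448 in the paper, 4510 here) and lower ones (3216 in the paper, 3301 here) did as well, and so did the srRNAs in either library, 64723 in the paper and 64515 here. The reads on rDNA behind the TPM values of the paper's Table S11, computed as reads over TPM, are 4513703 in the normal and 4699945 in the diabetic library, against the higher totals of 4620413 and 4795293 here on a unit without most of the spacer.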

Other observations

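The comparisons with small RNAs off rDNA, within one read length and within one 5′ start were chosen after the result was seen, whereas leaving out the 2 fragment families, edgeR's exact test with an assumed coefficient of variation and the random lists matched on length were set before the data were examined, and read as tests of these explanations only afterwards. Each pattern was found and tested in the same 2 libraries.

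srRNAs were longer in the diabetic library. A candidate explanation is a difference in the length of all small RNAs between the libraries, such as in the gel slice or in RNA degradation. Small RNAs that match the genome and not rDNA were longer too, by a median of 1.23 nt within one 5′ end. Their share of reads of 25 nt or longer was 2.00% in the normal and 6.31% in the diabetic library, and their mean length 21.0 nt and 22.0 nt. That the 2 abundant fragment families set the length distribution is argued against by the most frequent length without them, still 24 nt in the diabetic library. An effect of diabetes on the trimming of all small RNAs also stays open, untested, since each condition has 1 library.

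The log2 fold change of srRNAs rose with their length. At 13 of the 13 lengths the ratio of small RNAs off rDNA had the sign of the median log2 fold change of srRNAs, for example −1.95 and −1.60 at 19 nt and 3.26 and 4.07 at 28 nt. The same difference in length across the libraries may therefore account for this trend, with an effect of diabetes untested. Of the 1469 5′ starts with at least 2 called srRNAs, 807 (54.9%) had both a higher and a lower one, and at 782 of these 807 the higher ones were longer on average. They hold 4864 of the called srRNAs.

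Scaling within each read length still called 6525 srRNAs, but this cannot decide whether length explains all of the calls. It divides by all srRNA reads of a length, and at most lengths the median srRNA changed more than these. At 18 nt the median log2 fold change was −2.55, against −1.46 for all srRNA reads, and at 30 nt 7.10 against 5.86. At 19, 20, 21 and 24 nt the median changed less. Calls within a length can therefore still hold part of the length trend. The shift of reads by the 2 abundant families is argued against as the whole cause by the 9189 calls without them. Differences between animals or library preparations within a condition cannot be told apart from the condition, since no spread between replicates can be measured; edgeR's exact test called 2341 srRNAs with an assumed coefficient of variation of 0.4. An effect of diabetes stays open beside it.

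The difference in length alone does not account for the fall of the fragments at the first base of 28S. Nor does it account alone for the rise of the fragments that end with srRNA-12718-24. Among reads of one length, the first were lower in the diabetic library at 12 of 13 lengths and the others higher at 13 of 13. Length may still hold a share of the fall. Scaled within length, the log2 fold change went from −3.27 to −1.56 for srRNA-8123-19 and from −2.52 to −1.32 for srRNA-8123-20. It went from −2.36 to −1.62 for srRNA-8123-21, and the other way, from −1.16 to −1.67, for srRNA-8123-22. A difference between animals or preparations and an effect of diabetes are also left open, both untested.

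piRNA-matched srRNAs were higher in the diabetic library, and their length is a candidate explanation, since they stood at percentile 56.5 among random lists matched on abundance and length. Whether diabetes affects these srRNAs apart from their length was not tested with other libraries.

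Some abundant srRNAs cover bases that no printed sequence of the supplementary tables reaches. srRNA-7014-19 (CGCCTGTCTGAGCGTCGCT), at the end of 5.8S, had 7901 reads in the normal and 1059 in the diabetic library. srRNA-7015-18 had 6856 and 1797 reads, and srRNA-9459-21, in 28S, 5112 and 2964 reads. srRNA-7007-26 covers the same end of 5.8S. At the 5′ end of Mir192 (chromosome 19 of mm9 from 6264857 to 6264877) the mean length was 20.9 nt over 461995 reads in the normal and 21.2 nt over 554566 reads in the diabetic library.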
